A study of Mchenga conophoros with 10 samples. Its data were reported in "Cellular profiling of a recently-evolved social behavior in cichlid fishes" (2023).

How the data were processed

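Telencephala of 38 adult male Mchenga conophoros were profiled by single-nucleus RNA sequencing (snRNA-seq) in 10 pools, 5 of building males and 5 of control males that were not building. The labels of the deposited samples gave each pool its group and its number. The authors' deposited table of nuclei gave the male of each nucleus, assigned by them from genotypes with Demuxlet, and the pair of males collected together. Each animal was therefore 1 replicate, with 19 building and 19 control males.

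The authors isolated nuclei, sorted DAPI-positive singlets, made 10x Chromium 3′ libraries and counted unique molecular identifiers (UMIs) per gene. They did so with Cell Ranger 3.1.0, whose aligner is STAR, against the Maylandia zebra assembly M_zebra_UMD2a and its RefSeq annotation, with intronic reads included. The version is the one named in the submitters' processing notes. Cell Ranger counts are stranded, reads that map to several places are dropped, and counts of near-identical gene copies are therefore uncertain. The deposited matrices hold raw UMI counts for 32,471 features and 33,895 barcodes. The authors marked 33,674 of these as nuclei that passed their filters, and the other 221 were left out here. Nuclei kept by the authors had 501 to 7933 UMIs, 369 to 2999 genes and at most 4.95% mitochondrial UMIs. The authors limited multiplets by sorting and by upper limits on genes and UMIs, and no doublet caller was run here.

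Primary and secondary clusters, radial glia subclusters, the mitochondrial percent per nucleus and the behavioural values per male were taken from the authors' deposited table. That table gives quivering as a count of events and as the natural log of that count plus 1 as the authors made it. The authors' deposited score columns count the genes of a list detected in a nucleus, such as immediate early genes (IEGs). Recomputing those scores from the counts gave the same value in 100% of nuclei for the IEG-like list and in 92.9% for the proneurogenic list (r = 0.998 across nuclei, which are not independent). The deposited building index and gonadal index were used as given.

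Gene names are those of the matrix rows. Most features carry only an NCBI number (LOC), and 21,121 of the 32,471 do. Human names for these are the ones the study's tables pair them with, and they are printed in capitals. The reference annotation at hand is of another assembly, M_conophoros_male_GT1.1. It shares 7376 symbols with the matrices and 0 LOC numbers, so no genomic coordinates are given.

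UMI counts were summed per animal over all nuclei, per primary cluster, per secondary cluster and over both radial glia clusters. A cluster was tested where at least 10 complete pairs had at least 5 nuclei in each male. Sums were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM scaling, filterByExpr) with a term for the collection pair, 2-sided. Benjamini-Hochberg adjustment ran over all genes and clusters of a family, and genes at an adjusted p below 0.05 are called. Standard errors of log2 fold changes are the fold change divided by the root of the F statistic. The other tools were DESeq2 1.42.0 and limma 3.58.1 (voom with the pool as a random term). The filter, the scaling, the pair term, sums per pool, GSI and quivering as covariates, and each pool left out in turn were the other choices varied. In paired tests, leaving out a pool also dropped the partners of its males. Leaving out either replicate 3 pool, or both, therefore gave the same fit, as did leaving out either replicate 5 pool.

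Whether pool numbers pair the pools was checked before any calls were compared. After the group means were subtracted, pools of the same number correlated at 0.105 to 0.423, and all 5 building pools correlated best with the control pool of their own number (mean of other numbers −0.064). Pool numbers therefore pair the pools. The collection pairs come from the deposited table (mean correlation 0.0843, above 0.1 in 10 of 19). Of the 19 pairs, 15 lie within 1 run and 4 across runs.

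Detection scores depend on depth. Nuclei were therefore thinned at random to 1100 UMIs, the 10th percentile over all nuclei rounded down to a multiple of 100. Shallower nuclei were left out, which removed 8.44% of nuclei of building and 9.64% of control males, and 58.96% and 57.3% of their radial glia nuclei. Scores were averaged per male and compared over pairs by sign flips. All such permutation tests were 2-sided with 100,000 resamples, whose smallest p is 1e-05. Tests over pools were exact, with a smallest p of 0.0079 for 5 against 5. Expression per 10,000 UMIs is the sum of a gene's UMIs over the sum of all UMIs in the same nuclei of a male.

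Shares of nuclei were fitted as the study describes, with a binomial mixed model (lme4 1.1.37) of condition, the gonadosomatic index and quivering with a random term per animal. All 62 shares formed 1 family, primary clusters of all nuclei and secondary clusters of their parent. Gene lists with at least 3 measured members were tested with camera in limma on voom values, with the preset correlation of 0.01 and with an estimated correlation, and with fry. The lists were fixed before the data were examined and are those described in the results. Lists defined by a symbol pattern could match named features only, and no hemoglobin gene was matched. Such a pattern can also take in genes of a like symbol with another function, so the membership of these lists is approximate. Radial glia subclusters, numbered 1 to 11 in the deposited table, were tested with the same sign flips. For single genes in subclusters a male needed only 1 nucleus, and fewer complete pairs were required than for clusters. Subcluster 9 held 91 nuclei of 32 males and subcluster 10 held 50 nuclei of 25 males. Their values therefore rest on few nuclei per male.

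Named genes follow a rule fixed before the data were examined. They are up to 12 called genes in each direction with a mean of at least 10 counts per animal, or, where none is called, the 5 with the smallest p in each direction. In each list they are the called genes, or the 2 with the smallest p, and in every case fos, egr1, npas4, the aromatase copies, oestrogen receptors, wdr73, npas3, ERBB4 and the genes of the castle-divergent module. Genes called only under other settings were named after their values were seen.

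The tests were run on simulated counts with 200 genes changed by known folds at the real depth. Over the whole telencephalon (12,626 genes), 50% of 1.25-fold, 86% of 1.5-fold and 100% of 2-fold changes were called, with 5.62% of calls false. In radial glia (1178 genes) these shares were 33.3%, 89.4% and 100%. In 8_Glut (7130 genes) they were 40%, 83.3% and 100%. The simulated counts held no pair, run or pool effects. The 8_Glut fit was adjusted alone and not with the other clusters. These shares may therefore be too high for the real data. Analyses used R 4.3.3, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, glmmTMB 1.1.9 and matplotlib 3.10.9. The spatial transcriptomics of the study and its raw reads were not used here.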

Results

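The forebrain of males that were building was compared with that of males that were not, in Mchenga conophoros, a Lake Malawi cichlid whose males court females over castle-shaped bowers of sand. The telencephalon was dissected from 19 building males and from 19 control males, each collected at the same time as 1 building male. Tissue was combined into 10 pools of 3 or 4 males, 5 pools per group, and nuclei were isolated in 4 runs. The files held 33,674 nuclei, 16,975 of building and 16,699 of control males, in 15 primary and 53 secondary clusters. Cluster names join a number with a class, such as Glut for excitatory neurons, GABA for inhibitory neurons, RGC for radial glia, MG for microglia and OPC for oligodendrocyte precursors. The matrices held 84,555,588 unique molecular identifiers (UMIs), each standing for 1 captured transcript. Totals ran from 4,623,199 UMIs in not building replicate 1 to 10,790,418 in not building replicate 4, and from 1,049,095 to 3,883,782 per male over 470 to 1568 nuclei.

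Building males had a higher Bower Activity Index, a measure joining sand moved and building events, at 2.31 ± 1.06 compared to 0.0509 ± 0.116 in controls (SD, n = 19 each). The index was higher in 19 of 19 pairs (sign-flip permutation p = 1e-05, the smallest such tests can give; adjusted p = 3e-05 over 3 measures). Quivering, a courtship display, was counted 37.7 ± 85.2 times in building and 3.58 ± 3.08 times in control males, with medians of 16 and 3 and more in 18 of 19 pairs (adjusted p = 3e-05). The gonadosomatic index (GSI), relative gonad mass, was 0.572 ± 0.225 compared to 0.422 ± 0.219, higher in 16 of 19 pairs (adjusted p = 0.0144). Standard length did not differ beyond the spread between pairs (permutation p = 0.207).

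More UMIs were also counted per nucleus of building males. UMIs per nucleus were 2653 ± 214 in building and 2380 ± 201 in control males (SD, n = 19), a difference of 272 ± 49.1 (SE), or 11.4%. It was above 0 in 16 of 19 pairs (permutation p = 7e-05). Genes per nucleus were 1422 ± 81.6 compared to 1322 ± 86.1 (higher in 16 of 19 pairs, permutation p = 0.00013), while nuclei per male did not differ detectably (893 ± 266 and 879 ± 309, permutation p = 0.819). Within runs the mean difference in UMIs was 392 in run 1 (3 pairs), 542 in run 2 (2 pairs), 282 in run 3 (4 pairs) and 129 in run 4 (6 pairs), and it was 254 in the 4 pairs across runs. With pool means in place of males the difference was 251.5 (exact permutation p = 0.0635). Each pool was a library of 1 group, and in replicate 4 the building pool lay below the other (means of 2354 and 2501 UMIs). Mitochondrial UMIs made up 0.142% ± 0.127 of the total in building and 0.103% ± 0.0583 in control males (higher in 13 of 19 pairs, permutation p = 0.0186). Both pools of run 3 stood above the others, at 0.373% in building replicate 3 and 0.206% in not building replicate 3, with 0.0546% to 0.118% elsewhere.

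**Figure D1:**
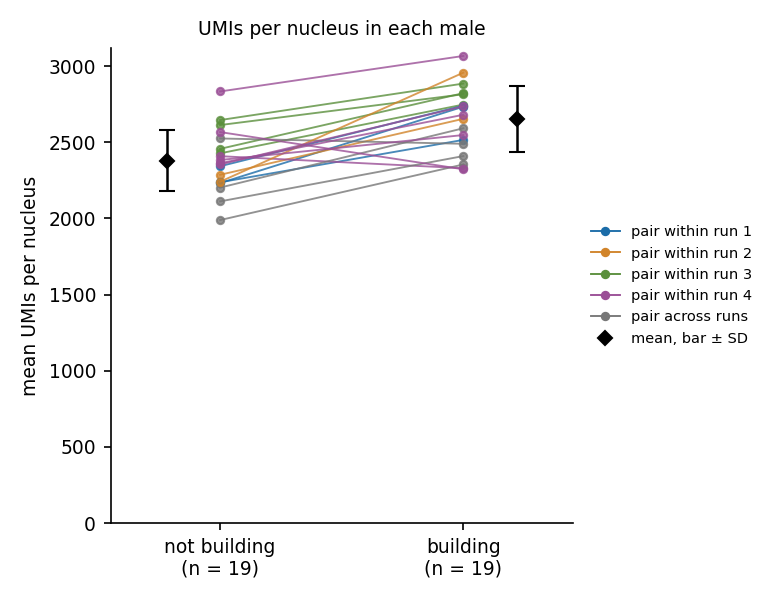
Mean UMIs per nucleus (vertical axis, from 0) in each of 19 control and 19 building males; lines join collection pairs, colours give the run, and diamonds with bars are group means ± SD. The building male lies above its partner in 16 of 19 pairs, with group means of 2653 and 2380.

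Over all nuclei, the count of genes that differed was small. LOC101483787, paired with human BTBD6, an adaptor of a ubiquitin ligase, fell in building males, from 172 ± 13.6 to 144 ± 17.99 CPM (counts scaled to library size; SD, n = 19). Its log2 fold change was −0.24 ± 0.041 (SE, adjusted p = 0.020), and it was lower in 17 of 19 pairs. It was the 1 gene called among 12,626 by edgeR's quasi-likelihood test with a pair term, and 847 genes had an unadjusted p below 0.05. DESeq2 called 3 genes, all lower: BTBD6, LRRC4 and LOC101485431. Pool sums with the pool number as a block, limma voom and the fit without pairs each called 0, as did the fits with a term for the run or without both pools of run 3. Without a filter on low counts 88 genes were called, 39 higher and 49 lower.

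Of 26 gene lists tested over the whole telencephalon, mitochondrially encoded genes, IEG-like genes and known IEGs were called higher, and cytosolic ribosomal proteins and quiescence markers of radial glia lower (camera, preset correlation, adjusted p below 0.05). With an estimated correlation 0 of the 26 were called, and fry called 0. All 12 measured mitochondrially encoded genes lay above 0, with a median log2 fold change of 0.37 (adjusted p = 1.1e-19, and adjusted p = 0.10 with an estimated correlation). Examples were APK84_gp07 (0.38 ± 0.099) and APK84_gp08 (0.38 ± 0.11). Adjusted over the list alone 11 of the 12 were called higher, and 0 over all genes. Without both pools of run 3, 8 of 11 lay above 0, with a median of 0.06 (adjusted p = 0.14). The camera adjusted p of this list was also 0.43 without the pair term and 0.45 for pool sums without a block.

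IEGs are transcribed within minutes of strong neuronal firing. Of the 25 IEG-like genes, 22 lay above 0, with a median log2 fold change of 0.08 (adjusted p = 8e-05, and adjusted p = 0.62 with an estimated correlation). Of 17 known IEGs, 15 did, with a median of 0.11 (adjusted p = 3.1e-04, and adjusted p = 0.62 with an estimated correlation). Over all genes 0 IEGs were called. Adjusted over the list alone 4 IEG-like genes were called higher, 3 of them known IEGs. These were LOC101475431 (EGR4), a transcription factor, at 0.39 ± 0.099, irs2, an adaptor of insulin receptors, at 0.31 ± 0.097, LOC101469250 (SGK1), a kinase, at 0.22 ± 0.068, and LOC101482945 (JUN), a transcription factor, at 0.19 ± 0.065, the last named after its value was seen. The study picked the IEG-like list by its co-expression in these nuclei, so that its members moving together is not independent evidence. The copies of fos stood at 0.32 ± 0.13 (LOC101487312, n = 19 pairs, p = 0.018, adjusted p = 0.67) and 0.22 ± 0.12 (LOC101487601), egr1 at 0.06 ± 0.072 and npas4 at 0.03 ± 0.073. UMIs per nucleus and mitochondrial UMIs moved in the same direction between groups, by the values above.

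Quiescence markers of radial glia lay lower, 2 of 11 above 0, with a median of −0.12 (adjusted p = 0.038, and adjusted p = 0.62 with an estimated correlation). LOC101463785 (GLUL), the glutamine synthetase of glia, stood at −0.25 ± 0.077 and was the 1 gene called lower adjusted over the list alone, with 0 over all genes. The glutamate transporter slc1a2 stood at −0.13 ± 0.057. The list was not called without both pools of run 3 (adjusted p = 0.21) or for pool sums without a block (adjusted p = 0.105). Of 64 ribosomal protein genes 22 lay above 0, with a median of −0.03 (adjusted p = 0.023, and adjusted p = 0.62 with an estimated correlation), and 0 were called over all genes or over the list alone. Examples were rps9 at −0.20 ± 0.074 and rps21 at 0.19 ± 0.068. With pool sums and the pool number as a block, camera called 6 of 27 lists, and 0 with an estimated correlation (smallest adjusted p = 0.55) or in fry. The list it called at the preset correlation that the animal sums did not was oligodendrocyte markers (adjusted p = 0.0062), and all 3 of these lay above 0 over animals, with a median of 0.11 (adjusted p = 0.29; galc 0.08 ± 0.055 and mpz 0.30 ± 0.21).

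The other 21 lists were not called, and 0 of their genes were called over all genes. Among receptors and transmitters, medians were −0.00 for glutamate receptors, −0.01 for GABA-A receptors, −0.02 for neuromodulatory receptors and 0.02 for neuromodulator ligands. Adjusted over the list alone grin2b, an NMDA receptor subunit, at −0.17 ± 0.051, and grid2ip, which binds a glutamate receptor and is not itself one, at −0.13 ± 0.041, were called lower. The growth factor bdnf stood at 0.18 ± 0.069, LOC105941385 (AGRP), a feeding peptide, at −0.17 ± 0.069, the peptide receptors VIPR2 (LOC101469080) at 0.32 ± 0.12 and TACR3 (LOC101469465) at 0.33 ± 0.13, gabra4 at −0.06 ± 0.061 and gabrg1 at −0.02 ± 0.067. Medians of voltage-gated potassium channels, sodium and calcium channels, presynaptic release and synaptic adhesion genes lay within 0.01 of 0, with examples kcna4 (0.08 ± 0.033), kcnq3 (0.06 ± 0.027), cacna1d (0.09 ± 0.035), cacna1g (0.06 ± 0.031), sv2a (0.09 ± 0.042), cplx2 (0.06 ± 0.037), lrrtm2 (−0.14 ± 0.048) and slitrk3 (−0.14 ± 0.059). Medians were 0.03 for heat shock genes (hsp90b1, 0.33 ± 0.094, and hsp90ab1, 0.14 ± 0.053), −0.02 for nuclear genes of oxidative phosphorylation (ndufs7, 0.40 ± 0.12, and ndufaf6, 0.15 ± 0.077) and 0.05 for clock genes (bhlhe41, 0.18 ± 0.090, and per2, 0.11 ± 0.075). Transcription factors of brain regions had a median of −0.06, with prdm12 at 0.45 ± 0.16 and EMX1 (LOC101464700) at 0.16 ± 0.060.

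Lists of growth and evolution were likewise uncalled. The stem cell niche list was matched by symbol alone, so not every member need be a niche signal. Proneurogenic genes had a median of −0.00 (EPHB2, LOC101466433, 0.23 ± 0.064, and cnr1, −0.14 ± 0.058), genes of stem cell niche signals 0.00 (fgf12, −0.07 ± 0.030, and fgfr2, −0.16 ± 0.073), neuronal differentiation markers of radial glia 0.02 (bhlhe22, −0.11 ± 0.051, and nfix, 0.06 ± 0.039) and cycling markers 0.01 (ccnd1, 0.07 ± 0.15, and notch1, −0.07 ± 0.17). The castle-divergent genes (CDGs), which differ between castle-building and other species, had a median of −0.00, and their module of 12 co-expressed genes −0.01. Over all nuclei wdr73 stood at −0.50 ± 0.16, znf407 at 0.11 ± 0.043, cobl at −0.15 ± 0.072, PCSK2 (LOC105941351) at 0.07 ± 0.044, grik5 at 0.04 ± 0.033, plekhg4b at −0.15 ± 0.15, KIRREL2 (LOC101479283) at 0.05 ± 0.094 and plekhf2 at −0.07 ± 0.16. Also measured were fhod3 (0.05 ± 0.11), ddr1 (−0.03 ± 0.086), RHBG (LOC101476914, −0.02 ± 0.20), LOC101477204 (−0.00 ± 0.033), nbeal2 (−0.02 ± 0.090), npas3 (0.01 ± 0.034) and ERBB4 (LOC101478875, 0.01 ± 0.044). Steroid system genes had a median of −0.01 and a mean of 0.08. Their 1 gene called higher adjusted over the list alone was aromatase (LOC106675461, CYP19A1), the enzyme that turns androgens into oestrogens, at 0.83 ± 0.20 (adjusted p = 0.28 over all genes), with the mineralocorticoid receptor NR3C2 (LOC101466282) at 0.33 ± 0.16. The oestrogen receptors stood at −0.11 ± 0.10 (esr2), −0.07 ± 0.14 (LOC101469072, ESR2) and 0.02 ± 0.15 (LOC101479381, ESR1). Radial glia markers had a median of −0.09 and a mean of 0.05, with aromatase called higher and LOC101470384 (SLC1A3), a glutamate transporter, called lower at −0.32 ± 0.12 adjusted over the list alone. For the steroid, proneurogenic, CDG, ligand, presynaptic, cycling, stem cell niche and radial glia marker lists, the median, the mean and the camera direction were not all of 1 sign. Microglia, OPC and pericyte markers had fewer than 3 measured genes and were not tested, with LOC101466239, a microglia marker, at −0.18 ± 0.29, LOC101480351 (CD82) at −0.03 ± 0.14 and pdgfrb at −0.00 ± 0.11.

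**Figure D2:**
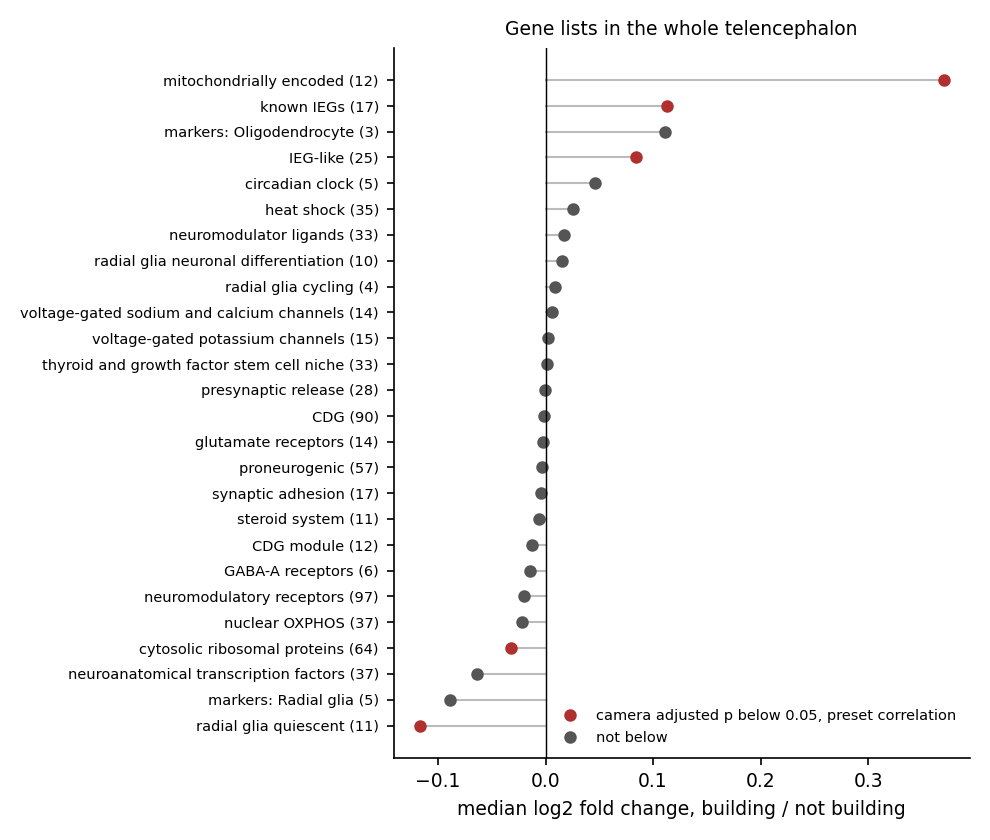
Median log2 fold change, building against not building, of each of 26 gene lists over the whole telencephalon (horizontal axis), with the number of measured members in brackets; red points have a camera adjusted p below 0.05 with the preset correlation. Mitochondrially encoded genes lie farthest from 0, at 0.37, and 0 lists pass with an estimated correlation.

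Within clusters, the question was which cell populations carried building-associated expression. In 11_Glut the cytoskeletal regulator BAIAP2 (LOC101465701) stood at a log2 fold change of 1.2 ± 0.22, higher in 15 of 19 pairs, and in 4_GABA kiaa1147 stood at 0.62 ± 0.12, higher in 16 of 19. The receptor EPHB2 stood at 0.29 ± 0.069 in 8_Glut (16 of 19 pairs) and atxn1 at 0.29 ± 0.072 in 4_GABA (15 of 19 pairs). On the lower side rsrp1 stood at −0.26 ± 0.052 in 4_GABA and −0.30 ± 0.064 in 15_GABA/Glut, BTBD6 at −0.41 ± 0.088 in 10_Glut, rhbdf1 at −0.32 ± 0.069 in 8_Glut and zbtb16 at −0.35 ± 0.078 in 9_Glut, each lower in 15 to 17 of 19 pairs. None of these passed over all clusters together. Adjusted within the cluster alone, the gene with the smallest p passed in 11_Glut (BAIAP2, adjusted p = 0.0063), 4_GABA (kiaa1147, 0.033) and 12_Glut (rsrp1, 0.0495, named after its value was seen), an adjustment that leaves out the number of clusters. Over 13 primary clusters edgeR called 0 of 33,217 tests, each of a gene in 1 cluster (smallest adjusted p = 0.094, 2026 at an unadjusted p below 0.05), and DESeq2 and limma voom called 0. Pool sums with the pool number as a block called 4, all higher: BAIAP2 in 11_Glut, kiaa1147 in 4_GABA, and ucn and RTN4RL2 (LOC101486758) in 10_Glut, named after their values were seen. Without not building replicate 1, 7 were called, among them BAIAP2, PTPRT in 5_GABA, and rsrp1 and the mitochondrial transcript APK84_gr01 in more than 1 cluster. Without not building replicate 4, 3 were called (BAIAP2, lhfpl6 and grin2b), and without building replicate 1 BAIAP2 alone.

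In secondary clusters none of the genes with the smallest p-values passed over all clusters together. Higher values were those of vstm2a (0.55 ± 0.12) and EXT1 (LOC101482519, 0.99 ± 0.23) in 10.1_Glut, LOC101484174 in 15.1_GABA/Glut (0.94 ± 0.20), the phosphatase ppm1e in 11.1_Glut (0.90 ± 0.21) and the cation exchanger slc24a2 in 8.9_Glut (0.56 ± 0.13). Lower values were those of the receptor phosphatase PTPRT (LOC101473993) in 5.1_GABA (−0.90 ± 0.17), the neuregulin receptor erbb4 in 8.9_Glut (−1.07 ± 0.21, lower in 18 of 19 pairs), LOC101465261 in 10.1_Glut (−0.80 ± 0.16), LOC101479377 in 4.1_GABA (−0.73 ± 0.16) and GFRA4 (LOC101481945) in 8.2_Glut (−0.38 ± 0.083). edgeR called 0 of 42,128 tests, each of a gene in 1 cluster, over 41 clusters (smallest adjusted p = 0.158, 2192 at an unadjusted p below 0.05), and pool sums with the block called 12, 4 higher and 8 lower. Adjusted within the cluster alone, the gene with the smallest p passed in 5.1_GABA (PTPRT, adjusted p = 0.0057), 8.9_Glut (erbb4, 0.0153), 10.1_Glut (LOC101465261, 0.0172), 4.1_GABA (LOC101479377, 0.030) and 12_Glut. Among the 175 tests of lists in primary clusters, camera called 11, all higher, and 1 with an estimated correlation. Mitochondrially encoded genes were called in 8_Glut, 4_GABA, 9_Glut, 10_Glut and 15_GABA/Glut, with medians of 0.31 to 0.43 (adjusted p = 0.108 to 0.498 with an estimated correlation). IEG-like genes were called in 4_GABA (14 of 16 above 0, median 0.15), 9_Glut (13 of 16, median 0.15) and 10_Glut (4 of 5, median 0.45), with adjusted p = 0.50, 0.62 and 0.55 with an estimated correlation. The steroid system list was called in 1_RGC/MG (3 of 3 above 0, median 0.52, adjusted p = 0.0485 with an estimated correlation), where aromatase stood at 1.02 ± 0.23. This list holds aromatase, which the study named from these samples. Known IEGs were called in 9_Glut (9 of 10, median 0.19) and 4_GABA (9 of 10, median 0.14), with adjusted p = 0.56 and 0.50 with an estimated correlation. Of the canonical IEGs in 9_Glut, the fos copy LOC101487312 stood at 0.86 ± 0.25 (n = 19, p = 0.0012, adjusted p = 0.57, higher in 13 of 19 pairs), egr1 at 0.20 ± 0.14 and npas4 at 0.02 ± 0.14.

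The number of IEG-like genes detected per nucleus was used by the study as a score of neuronal excitation, with 9_Glut as a population of interest. Counting all UMIs, a nucleus of 9_Glut held 1.74 ± 0.230 of the 25 genes in building and 1.44 ± 0.302 in control males (SD, n = 19), higher in 14 of 19 pairs (difference 0.295 ± 0.096 SE, permutation p = 0.0076). With nuclei thinned to 1100 UMIs the score was 0.997 ± 0.153 compared to 0.905 ± 0.183, a difference of 0.092 ± 0.059 that did not exceed the spread between pairs (12 of 19 higher, permutation p = 0.135). As log2 CPM of the list, which leaves out no nuclei, the difference was 0.227 ± 0.119 (14 of 19 higher, permutation p = 0.074). The thinned difference was 0.319 in run 1 (3 of 3 pairs higher), −0.021 in run 2, 0.0079 in run 3, 0.174 in run 4 and −0.060 across runs, and when each pool was left out it ran from 0.037 without not building replicate 1 (permutation p = 0.57) to 0.128 without building replicate 2 (permutation p = 0.041). Over primary clusters 0 of 12 scores passed after thinning, with 4_GABA nearest (1.35 ± 0.183 compared to 1.203 ± 0.174, 14 of 19 pairs higher, permutation p = 0.029, adjusted p = 0.35). Without thinning 3 of 13 passed, 4_GABA, 9_Glut and 10_Glut (adjusted p = 0.0069, 0.037 and 0.037). In secondary clusters 0 of 39 passed after thinning and 0 of 41 without it. In building males the thinned 9_Glut score had no detectable relation to the Bower Activity Index (Pearson r = 0.16, permutation p = 0.50; Spearman rho = 0.17, p = 0.49; r = 0.27 without the 2 males farthest from the median index).

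Proneurogenic genes, annotated to promote the making of neurons, were detected more often in 8_Glut of building males when all UMIs were counted, at 11.9 compared to 11.1 of 87 genes (18 of 19 pairs higher, permutation p = 4e-05). After thinning the values were 6.15 and 6.17, a difference of −0.011 ± 0.050 (permutation p = 0.83). The thinned difference ranged from −0.160 in run 3 to 0.147 across runs. Over primary clusters 0 of 12 passed after thinning (0 at an unadjusted p below 0.05) and 6 of 13 without thinning. In 8.4_Glut the difference was 0.064 ± 0.14 after thinning (permutation p = 0.66; 0.025 to 0.0997 when each pool was left out) and 0.533 with all UMIs (permutation p = 0.067).

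**Figure D3:**
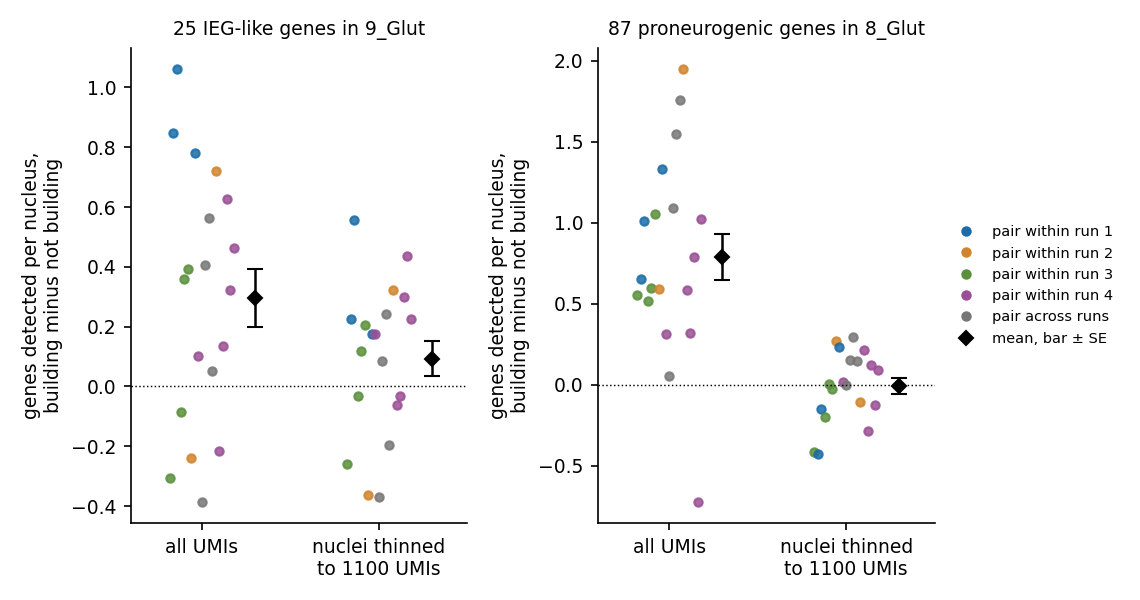
Difference within each of 19 pairs, building minus not building, in the number of listed genes detected per nucleus (vertical axis), for 25 IEG-like genes in 9_Glut and 87 proneurogenic genes in 8_Glut; points are pairs coloured by run, diamonds with bars are means ± SE. With all UMIs the means are 0.295 and 0.790; with nuclei thinned to 1100 UMIs they are 0.092 and −0.011.

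The make-up of 8_Glut, the excitatory population that the study places in a pallial region likened to the hippocampus, differed between groups. Nuclei of 8.4_Glut made up 11.7% ± 2.68 of 8_Glut in building and 9.60% ± 2.39 in control males (SD, n = 19), higher in 15 of 19 pairs. Nuclei of 8.1_Glut made up 14.5% ± 3.94 compared to 17.8% ± 3.84, lower in 13 of 19 pairs. The log odds of building were 0.372 ± 0.107 for 8.4_Glut (SE, adjusted p = 0.017) and −0.438 ± 0.101 for 8.1_Glut (adjusted p = 9.7e-04), and these 2 of 62 shares were called. In 1_RGC/MG the share of 1.2_RGC had a log odds of −0.396 ± 0.136 (adjusted p = 0.076) and was not called. Within runs the 8.4_Glut difference was 2.66, 0.750, 1.87 and 2.93 percentage points in runs 1 to 4 and 1.47 across runs. That of 8.1_Glut was −6.72, 0.10, −1.20 and −1.21, and −7.80 across runs. The calls rest on the model with GSI and quivering. With condition alone 0 were called (9 at an unadjusted p below 0.05). Sign flips over pairs also called 0 (permutation p = 0.0098 for 8.4_Glut and permutation p = 0.035 for 8.1_Glut before adjustment). Exact permutation tests of pool shares called 0 as well. Their smallest possible p could not pass over 62 shares unless many reached it, so that 0 says little. In nuclei of each pair matched on UMIs, the 8.4_Glut difference was 2.19 points (permutation p = 0.0081) and that of 8.1_Glut 1.35 points (permutation p = 0.33).

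**Figure D4:**
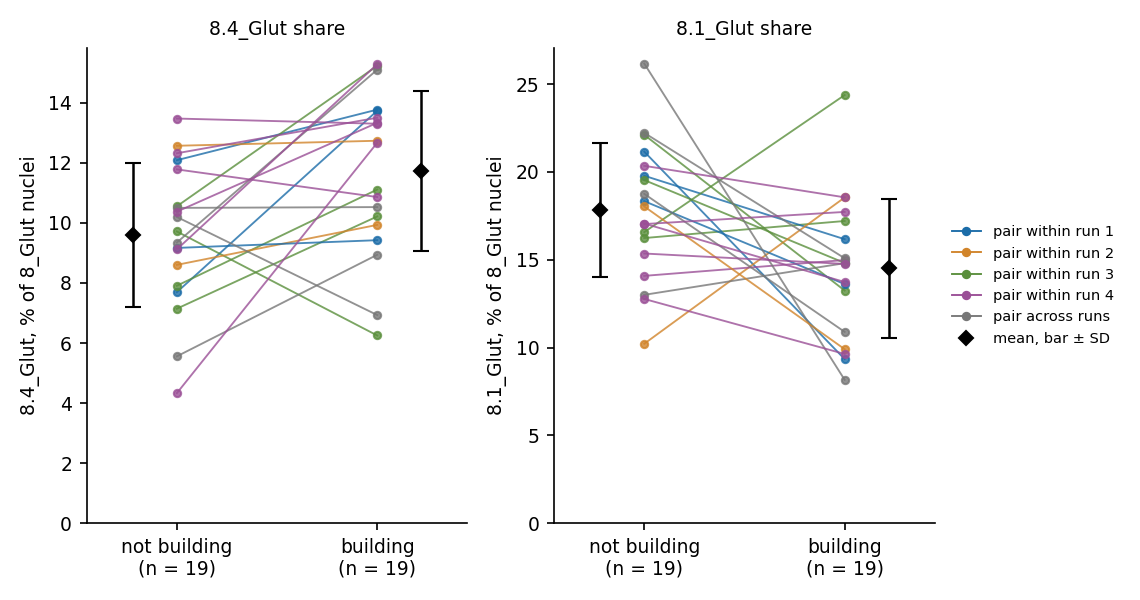
Nuclei of 8.4_Glut (left) and 8.1_Glut (right) as a percent of 8_Glut nuclei (vertical axes, from 0) in each of 19 control and 19 building males; lines join collection pairs coloured by run, and diamonds with bars are means ± SD. The mean rises from 9.60% to 11.7% for 8.4_Glut and falls from 17.8% to 14.5% for 8.1_Glut.

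Radial glia, the stem-like glia of the fish forebrain, were 1899 nuclei in 1.1_RGC and 1.2_RGC. Aromatase (LOC106675461), which in the fish brain is made mainly by radial glia, had the smallest p of all genes, with 2.03-fold higher counts in building males (log2 1.02 ± 0.22 SE, n = 19, p = 5.3e-05, adjusted p = 0.063). It made up 7.31 ± 4.00 of 10,000 UMIs in building and 3.70 ± 2.60 in control males (SD, n = 19), higher in 15 of 19 pairs (permutation p = 0.0018). A UMI of aromatase was found in 20.98% and 12.6% of radial glia nuclei (median 979 UMIs). In 9_Glut neurons, which should lack it, the shares were 0.30% and 0.27% (median 2124 UMIs). The second annotated copy (LOC112431276) was at 1.80 ± 1.03 compared to 1.41 ± 1.098 per 10,000 UMIs (permutation p = 0.31). Reads of the copies may be divided between them in counting. The mean difference was 2.54 in run 1, 2.02 in run 2, 7.11 in run 3, 1.68 in run 4 and 4.59 across runs. Because the study named this gene from these samples, and its unadjusted p was taken as the criterion for a single gene after the adjusted p was seen, the call is not independent evidence.

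**Figure D5:**
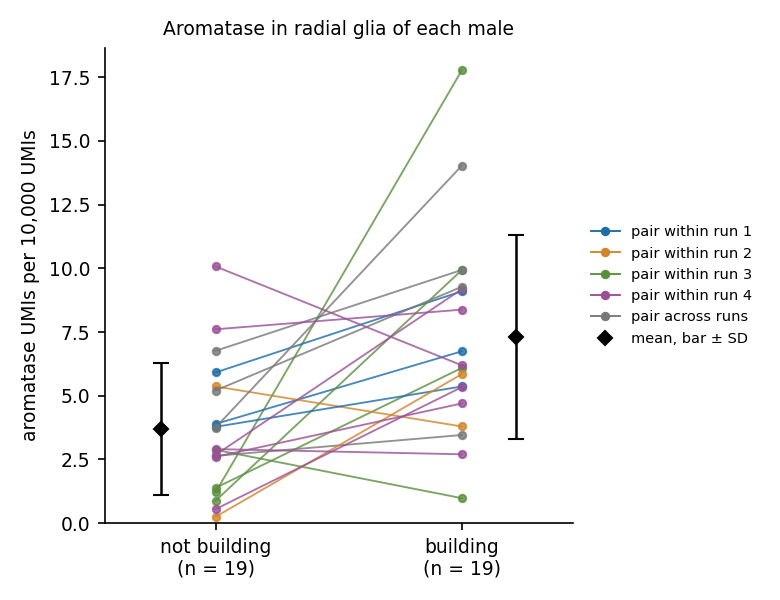
Aromatase UMIs per 10,000 UMIs (vertical axis, from 0) in the radial glia of each of 19 control and 19 building males; lines join collection pairs coloured by run, and diamonds with bars are means ± SD. The building male lies above its partner in 15 of 19 pairs, with means of 7.31 and 3.70.

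Over 1178 genes in radial glia edgeR called 0 (87 at an unadjusted p below 0.05), DESeq2 and limma voom 0, and pool sums with the block 1, aromatase (adjusted p = 0.034). Aromatase was also called without replicate 5 of either group (adjusted p = 0.044). Leaving out either of these pools gives the same fit, since both hold males of the same pairs. The steroid system list was called higher (3 of 3 members, median 0.53, camera adjusted p = 1.2e-04, and adjusted p = 0.0035 with an estimated correlation). Its members here were aromatase, the mineralocorticoid receptor NR3C2 (LOC101466282, 0.51 ± 0.18) and esr2 (0.22 ± 0.13), and the first pair were called adjusted over the list alone, with 0 over all genes. The steroid list holds aromatase, which the study named from these samples, so its call is not independent evidence. The estimated correlation of these 3 members was −0.16, below the preset 0.01. In fry, neuromodulatory receptors also passed (3 of 3 above 0, adjusted p = 0.013), a list that shares NR3C2 and esr2 with it and was not called by camera (adjusted p = 0.088, and adjusted p = 0.14 with an estimated correlation). Next highest by p were the mitochondrial transcript APK84_gr01 (0.66 ± 0.19), caskin1 (0.53 ± 0.17), the adhesion molecule MCAM (LOC101471662, 0.47 ± 0.15) and the kinase peak1 (0.53 ± 0.18). Lowest were the synaptic organisers NRXN2 (LOC101464276, −0.24 ± 0.074) and nlgn2 (−0.40 ± 0.14), efnb2 (−0.41 ± 0.13), trps1 (−0.34 ± 0.12) and GLUL (−0.38 ± 0.13), all with an adjusted p of 0.52. ERBB4 (LOC101478875) stood at 0.20 ± 0.14 and npas3 at −0.06 ± 0.058.

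Among the CDGs, wdr73 lay below control in radial glia, with a log2 fold change of −0.41 ± 0.15 (n = 19, p = 0.0080, adjusted p = 0.52) and lower values in 14 of 19 pairs. Per 10,000 UMIs it was 11.6 ± 6.16 compared to 14.8 ± 4.70 (permutation p = 0.074). Taken apart, it was 7.27 ± 3.26 compared to 8.32 ± 2.77 in 1.1_RGC (permutation p = 0.30) and 16.5 ± 10.2 compared to 20.4 ± 7.90 in 1.2_RGC (permutation p = 0.16), and 1.2_RGC, the cluster with more wdr73, made up 32.2% of 1_RGC/MG in building and 37.2% in control males. This mix was not accounted for in the values of wdr73, the module and quiescence over both clusters. Without not building replicate 1 the log2 fold change over both clusters was −0.32 (n = 15 complete pairs, p = 0.062). The mean difference was −6.27 in run 1, 0.317 in run 2, −0.885 in run 3, −6.25 in run 4 and −0.563 across runs. The other measured genes of the CDG module stood at 0.34 ± 0.17 for PCSK2 (LOC105941351), 0.17 ± 0.094 for KIRREL2 (LOC101479283), −0.14 ± 0.080 for grik5, 0.11 ± 0.13 for ddr1, −0.11 ± 0.099 for cobl, −0.10 ± 0.16 for plekhg4b and −0.04 ± 0.072 for LOC101477204. The module score in radial glia differed by −0.188 ± 0.13 after thinning (permutation p = 0.17; −0.240 to −0.059 when each pool was left out, the last without not building replicate 1) and the quiescence score by −0.097 ± 0.13 (permutation p = 0.47). The study tested both scores within radial glia subclusters, while these values are over all radial glia. Values by cluster, and for the subclusters with enough nuclei, follow below. Thinning to 1100 UMIs left out 58.96% of radial glia nuclei of building and 57.3% of control males. With all of them kept at 500 UMIs, the differences were −0.154 (permutation p = 0.092) and −0.115 (permutation p = 0.14). As log2 CPM of the list over all nuclei they were −0.091 (permutation p = 0.066) and −0.144, the last with a permutation p of 0.014. In 1.2_RGC alone the thinned differences were −0.072 (permutation p = 0.57) and 0.019 (permutation p = 0.90). With all UMIs counted, the module differed by 0.105 in 1.1_RGC (permutation p = 0.28) and −0.239 in 1.2_RGC (permutation p = 0.054). Quiescence differed by 0.068 and 0.044 (permutation p = 0.48 and 0.78), so it was not lower in either cluster alone. Of the subclusters, only 1 to 3 had enough nuclei. With all UMIs, their module differences were 0.128, −0.169 and −0.123, and their quiescence differences 0.111, 0.075 and 0.109 (permutation p from 0.40 to 0.77). Across clusters, the module made up most UMIs in 1.2_RGC, at 94.98 ± 13.9 per 10,000 compared to a mean of 10.7 in the other clusters (higher in 37 of 37 males), followed by 1.1_RGC (54.6 ± 7.56), 2.1_OPC (46.8 ± 5.76), 4.3_GABA (16.4 ± 3.31) and 6_GABA (13.6 ± 2.10). Counted as genes detected in thinned nuclei, 1.2_RGC was again highest (4.88), 2.1_OPC (3.14) stood above 1.1_RGC (3.07), and 6_GABA lay below the other clusters (0.864 compared to 0.929, higher in 13 of 38 males, adjusted p = 0.023). The module was picked by co-expression in these nuclei, so its concentration in 1 class is not independent evidence.

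The study related the balance of 8.4_Glut and 8.1_Glut to expression in a radial glia subcluster. Here 4 relations were computed over all radial glia, so they do not test the study's relation. In building males the 8.4_Glut minus 8.1_Glut share fell with wdr73 in radial glia (Pearson r = −0.58, permutation p = 0.010, adjusted p = 0.042; Spearman rho = −0.32, permutation p = 0.19). Without the 2 males farthest from the median of wdr73, r was −0.30 (permutation p = 0.24), so that the call depended on those males. In control males r was −0.36 (permutation p = 0.13, adjusted p = 0.26; rho = −0.41, p = 0.080). For the CDG module r was 0.080 in building and −0.099 in control males (permutation p = 0.75 and 0.69).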

Values the study reported

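The study reported 33,674 nuclei that passed its quality filters, in 15 primary and 53 secondary clusters. For the IEG-like score in 9_Glut it gave a building effect of 0.11 ± 0.046. For the share of 8.4_Glut it gave an effect of 0.37 ± 0.11 with q = 0.013, and for 8.1_Glut an effect of −0.44 ± 0.10. Its lists held 25 IEG-like genes, 87 proneurogenic genes and a module of 12 castle-divergent genes. Building-associated aromatase expression was strongest in 1 radial glia subpopulation, with an effect of 1.44 ± 0.42.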

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

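The tests of the subcluster mix, of depth in radial glia, of both aromatase copies together, of pairs within a run, of the separate 8.4_Glut and 8.1_Glut shares and of the excess over matched lists were chosen only after the result was seen.

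Building replicate 3 stood apart in mitochondrial UMIs, at a mean of 0.373% with the nearest of the other building pools at 0.118%. The gap was 0.802 of the range in a group of 5 (critical value 0.71). Of 24 groups so tested, chance marks about 1 in 20. Not building replicate 3, of the same run, held 0.206%.

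On a log2 scale, aromatase differed more between groups in radial glia subcluster 4 than in subcluster 9. With 0.5 added to the UMIs of each male, the log2 difference was 2.58 in subcluster 4 and 0.29 in subcluster 9 over 14 pairs, and the difference between them was 2.28 ± 0.64 (SE), above 0 in 12 of 14 pairs (permutation p = 0.0047). The pair of subclusters was picked after the values of all 11 were seen.

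Detection scores were higher in building males when all UMIs were counted, and nuclei of building males also held more UMIs. For proneurogenic genes in 8_Glut, the difference of 0.790 lay at percentile 35.07 of 10,000 random lists matched on detection (random median 0.820), as the depth difference alone could give. For IEG-like genes in 9_Glut, the difference of 0.295 lay at percentile 99.98, above the upper bound set beforehand. That bound treats genes as independent while IEGs vary together, so it understates the spread. Over pairs the excess was 0.120 ± 0.090 (13 of 19 above 0, permutation p = 0.196), and depth and a building effect cannot be told apart for this score.

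Aromatase was higher in radial glia of building males, and 3 technical explanations were tested. A different mix of subclusters is argued against by the part left within subclusters (3.14 ± 0.772 per 10,000 UMIs, 18 of 19 pairs, permutation p = 8.3e-04). Depth is argued against by UMIs per radial glia nucleus, which were 1201 compared to 1233 (permutation p = 0.48). The upper 95% limit of that difference was 4.80%, while aromatase rose by 97.4% (lower 95% limit 35.4%). Over pairs the aromatase difference had no detectable relation to the depth difference (r = −0.298, permutation p = 0.216; rho = −0.021, p = 0.93). Reads divided between copies are argued against by the sum of both (9.11 compared to 5.11, permutation p = 0.00694). A building-associated rise of aromatase may remain as a hypothesis, found and tested on the same males. GSI and quivering also differed between the groups. With both added to the fit, the log2 fold change was 1.479 ± 0.397 (n = 19, p = 6.9e-04, adjusted p = 0.23).

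The 8.4_Glut share was higher and the 8.1_Glut share lower in building males. In nuclei matched on UMIs within pairs, the 8.4_Glut minus 8.1_Glut difference fell from 5.45 to 0.844 points (permutation p = 0.636). Taken apart, the 8.4_Glut difference stayed at 2.19 points (permutation p = 0.00813), and that of 8.1_Glut was 1.35 points with its sign turned (permutation p = 0.334). Nuclei of 8.1_Glut held fewer UMIs in both groups (medians 1870 and 1726), so that matching can also remove a real difference. Over pairs, neither share had a detectable relation to the difference in UMIs per nucleus outside 8_Glut (r = 0.079 for 8.4_Glut and −0.020 for 8.1_Glut, permutation p = 0.75 and 0.93), though for 8.4_Glut r was 0.487 without the 2 farthest pairs (permutation p = 0.049). In nuclei of at least 1000 UMIs 3 shares were called, 1 higher and 2 lower, with 8.1_Glut at a log odds of −0.409 ± 0.0979. Depth and a building effect therefore cannot be told apart for 8.1_Glut and for the combined difference. For the combined difference, a difference between runs is argued against by the 15 pairs within a run (4.44 points, 12 of 15 above 0, permutation p = 0.0399). For 8.1_Glut alone this was not tested. Its difference was −7.80 points in the pairs across runs and −6.72 to 0.10 points within runs.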

How the results depend on the processing

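The fits with a term for the run, without both pools of run 3, with beta-binomial models and per 10,000 UMIs were chosen only after the result was seen. Of 256 alternatives over 25 results, 204 kept the direction and the side of the threshold, 4 were weaker, 4 stronger, 7 reversed and 37 counts moved by more than 1.5 times. Where no cause is given below, the cause was not tested.

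Over the whole telencephalon, the count of 1 became 0 without the pair term, with pool sums with or without the block, with limma voom, with a run term and without run 3. It became 3 with GSI and quivering added (CHST8, LOC101486435 and LOC101485431), 3 with DESeq2 and 88 without a filter. Leaving out each pool gave 0 to 2: BTBD6 was called without building replicate 4 or not building replicate 4, rsrp1 and APK84_gr01 without not building replicate 1, and none without the others. In primary clusters, 0 became 4 with blocked pool sums, 1 with GSI and quivering (LOC101486435 in 8_Glut), 55 without a filter and 1 (BAIAP2) for genes detected in every pair, and 0 to 7 when each pool was left out. In secondary clusters it became 12 with blocked pool sums. In radial glia 0 became 1 with blocked pool sums and 1 for genes detected in every pair, both aromatase, 2 without a filter (aromatase and LOC101470493), and 0 to 1 when each pool was left out. These genes were named after their values were seen. Aromatase kept its direction and an unadjusted p below 0.05 throughout (log2 0.77 to 1.14 when each pool was left out, and 1.48 ± 0.40 with GSI and quivering added), while wdr73 was −3.24 per 10,000 UMIs (permutation p = 0.074) and −0.53 to −0.32 when each pool was left out.

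Without thinning, the IEG score in 9_Glut rose to a difference of 0.295 (permutation p = 0.0076) and the proneurogenic score in 8_Glut turned to 0.790 (p = 4e-05). In beta-binomial models without thinning, the log odds were 0.111 ± 0.055 (p = 0.042) and 0.071 ± 0.026 (p = 0.0067). The thinned proneurogenic model could not be fitted with a standard error. Called clusters went from 0 to 3 for the IEG score and from 0 to 6 for the proneurogenic score. When each pool was left out, the IEG difference ran from 0.037 to 0.128 (highest without building replicate 2), the 8_Glut proneurogenic difference from −0.045 to 0.029 (above 0 without either replicate 3 pool) the quiescence score from −0.197 to 0.022 (above 0 without not building replicate 1), the module score in radial glia from −0.240 to −0.059 and the 8.4_Glut proneurogenic difference from 0.025 to 0.0997. In 8.4_Glut the proneurogenic difference turned to −0.087 at 500 UMIs and to −0.022 on the log2 CPM scale. On that scale the quiescence score over both radial glia clusters was −0.144 (permutation p = 0.014), with their mix not accounted for.

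The difference in UMIs per nucleus was 251.5 over pool means (exact permutation p = 0.0635). The wdr73 relation fell to r = −0.303 without the 2 farthest males. Called shares went from 2 to 0 with condition alone and with paired sign flips. Pool shares also gave 0, but their smallest p of 0.0079 could not pass over 62 shares unless many reached it. Called lists went from 5 to 0 with an estimated correlation and to 3 with pool sums.

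Within pool sums, the pool number as a block moved the counts from 0 to 4 in primary clusters, 12 in secondary clusters and 1 in radial glia, left 0 over the whole telencephalon, and moved the lists from 3 to 6 at the preset correlation (0 with an estimated one). For scores, pool means with the block can give no p below 0.0625 and so could not be called, and shares were not fitted with it. Members matched by symbol alone against NCBI numbers were not run, since the reference at hand holds none of these numbers. Changes under 1.5-fold were in part beyond this depth, as 50% of the smallest simulated changes were called over all nuclei. The simulation held no pair, run or pool effects, so the share in the real data may be lower.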

Other observations

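The tests of aromatase and wdr73 by radial glia subcluster, the beta-binomial models and the exchange of share counts were chosen only after the result was seen.

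Aromatase was not spread evenly over radial glia. Subcluster 9, with 91 nuclei, held 37.2% of all aromatase UMIs, at 52.6 ± 34.5 per 10,000 UMIs in building and 47.4 ± 36.2 in control males (SD, 14 pairs, permutation p = 0.757). Subcluster 4 held 8.76 ± 7.15 compared to 0.702 ± 1.70, higher in 16 of 19 pairs and lower in 0 (permutation p = 6e-05, adjusted p = 6.6e-04 over 11 subclusters). Subcluster 8 held 5.54 ± 5.25 compared to 1.44 ± 3.28 (11 of 14 pairs higher, permutation p = 9.3e-04, adjusted p = 0.00511). The values of wdr73 did not pass in any subcluster, with subcluster 10 nearest at 2.94 ± 2.82 compared to 8.18 ± 4.13 (lower in 8 of 8 pairs, exact permutation p = 0.00781, adjusted p = 0.0859). That is the smallest p that 8 pairs can give, so subcluster 10 alone could not have passed. Per 10,000 UMIs aromatase was higher in 1.1_RGC (10.5 ± 4.80 compared to 6.80 ± 4.59, permutation p = 0.0196) and in 1.2_RGC (4.80 ± 8.05 compared to 1.24 ± 2.06, permutation p = 0.0381).

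Other shares with an unadjusted p below 0.05 did not pass. They were 15.7_Glut (log odds −0.965 ± 0.366, adjusted p = 0.129), 1.1_RGC (0.308 ± 0.121, adjusted p = 0.137), and 4.7_GABA, 9.3_Glut, 9.8_Glut and 1 further share within 8_Glut (each with an adjusted p of 0.321).

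Building and control were swapped within pairs at random to see whether chance can be excluded, so that every split parts all 19 pairs. The real grouping is counted as 1 of the splits. For genes called over the whole telencephalon, 4 of 100 splits gave as many as the real 1. The highest other gave 11, which may point to structure of the samples, though its cause was not tested. At an unadjusted p below 0.05, 8 of 100 splits reached the real 847 (highest other 1477). In primary clusters 40 of 40 splits reached the real 0 calls (highest other 3), and 1 of 40 the real 2026 tests of a gene in a cluster at p below 0.05 (highest other 2004). In secondary clusters 32 of 32 reached 0 (highest other 2), and 2 of 32 reached 2192 (highest other 2193). In radial glia 100 of 100 reached 0 (highest other 1), and 2 of 100 reached 87 (highest other 93). For gene lists 11 of 100 reached the real 5 (highest other 10), for shares 3 of 100 the real 2 (highest other 4), and for genes at p below 0.05 in 1 direction in at least 5 primary clusters 6 of 40 the real 3 (highest other 7). The share models were also refitted with the counts of each pair exchanged, so that GSI and quivering stayed tied to the group, and 1 of 100 splits, the real one, gave 2 (highest other 1). Under 0.05 of the splits reached the real count for whole telencephalon calls, primary and radial glia genes at p below 0.05, and shares in the model with GSI and quivering. For the others 0.05 or more did. These shares were not adjusted for the number of patterns tested. Some swapped share fits gave p-values near 0, which adds to the calls of those splits. Sign flips of the cluster shares over pairs called 0 (smallest adjusted p = 0.273), so the result for cluster shares holds for that model only. The swaps part the males of a pool, while each pool is of 1 group. They therefore do not take the pools into account and cannot exclude chance between libraries. Pool sums called 0 genes over the whole telencephalon with and without the block. Exact tests of pool shares also called 0, but with a smallest p of 0.0079 over 62 shares they could hardly call any.

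The thinned 9_Glut IEG score gave a log odds of 0.0605 ± 0.0565 in a beta-binomial model. The study, whose value is quoted above, did not thin nuclei, so the thinned value is not a like comparison with it. Without thinning, the same model gave 0.111 ± 0.0547.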
